A study of Mus musculus with 4 samples.

How the data were processed

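Single-cell RNA was measured in whole lungs of neonatal C57BL6 mice, a common inbred laboratory strain, on postnatal day 7. There were 4 libraries, 1 for each combination of sex and exposure, and each library held cells pooled from 3 mice. Per the labels' protocols, the hyperoxia groups breathed 95% oxygen (the fraction of inspired oxygen, FiO2) from postnatal day 1 to day 5 and the other groups stayed in room air. The labels give 2 different days for the return to room air, so the length of recovery is not stated here. Lungs were perfused through the heart, digested with enzymes, freed of red cells by lysis and sorted for cells that exclude the dye DAPI, per the labels. Per the labels, libraries were made with the droplet-based Chromium 3-prime gene expression kit, in which each captured molecule carries a unique molecular identifier (UMI) and each droplet a cell barcode.

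The deposited matrices hold whole-number counts of UMIs per gene and barcode, with no normalization by the authors recorded in the file headers or labels. Per the file headers they were written by a 10x pipeline. The genome build, the annotation release and the rule by which the authors chose barcodes are not stated there, so no coordinates are given. The lowest barcode in each library held 500 UMIs. Genes carry the Ensembl identifiers and symbols of the deposited feature lists. Of 31053 features, 30934 identifiers matched a mouse gene table of the GRCm38 annotation and 30468 had the same symbol there; 36 symbols occurred more than once. Everything below was computed from these counts.

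The matrices held 49640 barcodes and 523061402 UMIs in all, with between 124158917 and 137007809 UMIs per library. Barcodes with at least 500 detected genes and at most 10% mitochondrial UMIs were kept. Doublets were scored in each library by a new implementation of the method of Scrublet, with 2 simulated doublets per cell and 30 components, and the highest scores were removed at a rate of 0.8% of cells per 1000 barcodes, which took out between 8.32% and 11.4% of the cells of a library. The final set had 41057 cells. Free RNA was not subtracted, and its effect was weighed with markers of other cell types.

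Counts were scaled per cell and put on a natural log scale for clustering. The 2000 most variable genes were used, leaving out the fixed gene lists and further cell cycle genes. Xist, 4 genes of the Y chromosome, and mitochondrial, ribosomal, histone and haemoglobin genes were left out too. The 4 libraries were clustered together on 40 principal components with the Leiden method (15 neighbours, resolution 2, leidenalg 0.10.2, igraph 0.11.9). Each of the 60 clusters was scored against 29 sets of 7 marker genes, fixed before the data were examined together with the gene lists, the comparisons, the rule for naming genes and most alternatives. The scoring rule, and a tolerance of 0.1 log2 within which a list median counted as unmoved, were set afterwards. A score was the mean log2 fold of the markers over the other clusters, with a pseudocount of 10 CPM. Each fold was held within fixed limits. A marker counted as detected where at least 10% of a cluster's cells held it and it was at least 2-fold above the other clusters. A cluster stayed unnamed where under 3 markers were detected, where its 10 leading genes held more markers of another class, or where its cells had under 1/3 of the median UMIs of their library and no marker led. This left 5 clusters with 4075 cells unnamed and gave 26 named classes. All class names stand for resemblance to the named cell type.

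With 1 library per group there is no replicate, so no test was run and no p-value or standard error is given. Differences are described by fixed rules of size. Shares of cells carry exact binomial (Clopper-Pearson) 95% intervals, and UMI counts exact Poisson ones. Ratios carry exact intervals conditional on the 2 counts, computed without the pseudocount, so for genes near 0 the printed log2 ratio can lie outside them. For the difference of ratios a normal approximation on the log scale was used. All of these intervals cover counting error only, not the spread between mice, pools or library preparations. Intervals from UMIs take each UMI as independent, so they leave out the spread between cells too. A share of 0 is given with the limit that 3 counts allow.

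A class share was called shifted where it was at least 1.5-fold apart by exposure in the same direction in both sexes, among classes with at least 20 cells. For gene levels, UMIs were summed per library and class and expressed as CPM, the usual scaled unit with the same total for every library, within the class, in the 12 classes with at least 100 cells in every library. Genes with at least 200 UMIs over the 4 libraries and a mean of at least 20 CPM were compared. Mitochondrial, ribosomal and haemoglobin genes, Xist and 4 genes of the Y chromosome were left out, and other genes of the sex chromosomes were not. The exposure ratio was log2 of (CPM + 1) in hyperoxia over (CPM + 1) in room air within each sex. A gene and class pair was counted where both sexes were at least 2-fold apart in the same direction. The 2 exposure ratios share no library. In the 6 largest of these classes, the text names the 3 genes highest and the 3 lowest by the smaller of the 2 ratios, leaving out markers and the 10 leading genes of the class. It also names the 2 genes with the largest difference of ratios between the sexes. A gene that met this rule is not reported here.

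The 6 fixed lists were p53 targets (25 genes), NRF2 targets (18), inflammatory mediators (16), interferon-stimulated genes (18), cell cycle genes (20) and genes induced by tissue dissociation (18). No gene is in 2 of them. The median ratio of each list with at least 5 members counted in a class was set against 10000 random lists of the same size matched on mean expression. A percentile of at least 95 or at most 5 describes these libraries and is no test. A seventh list, Xist and 4 genes of the Y chromosome, checked the sex of each library. For shares of cycling cells, every cell was thinned to 2900 UMIs and shallower cells were left out.

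The ratio and list steps were checked on counts simulated from the summed profile of each class, with 200 genes per class changed by 1.5 on the log2 scale, over 62519 gene and class pairs. Between 82.5% and 91.5% of the changed genes were recovered in the 12 classes, and 0 unchanged genes were called. In the same counts 45 pairs differed 2-fold between the sexes. Of null lists, 3.67% reached the 95th percentile. The simulation holds counting noise of UMIs only, not the spread between cells.

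Alternatives covered the limits on mitochondrial share and genes, doublet removal, clustering (resolution 1, each library alone, all variable genes), scaling (TMM factors of edgeR 4.0.16 and median-of-ratios factors of DESeq2 1.42.0, in R 4.3.3), the averaging of cells, pseudocount, minimum counts, fold and thinning. Clustering without exposure-responsive genes, leaving out classes whose markers differed by exposure, naming 1 capillary cluster, counting an unnamed mesenchymal cluster with its lineage or as smooth muscle, and a comparison with other lineages were added after the data were seen. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.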

Results

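The study asked how neonatal hyperoxia altered the cells of the mouse lung and whether males and females differed, at the level of single cells. It comprised 4 single-cell RNA libraries from lungs of neonatal mice at postnatal day 7: female room air, female hyperoxia, male room air and male hyperoxia. Each group had 1 library, made from the pooled lungs of 3 mice. The deposited matrices held 12534, 12492, 14221 and 10393 barcodes in that order, with 124158917, 131131655, 130763021 and 137007809 UMIs (unique molecular identifiers, each standing for 1 captured transcript). After filtering, 10401, 10145, 11695 and 8816 cells remained, with median depths of 8586, 9339, 7548 and 11713.5 UMIs per cell. The male hyperoxia cells were thus the deepest. Because each group had 1 library, no difference below has a replicate check, and all intervals cover counting error only.

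The sex of each library was checked first with Xist, the X-inactivation transcript (ENSMUSG00000086503), and 4 genes of the Y chromosome (Ddx3y, Eif2s3y, Kdm5d and Uty). Xist stood at 945 CPM (UMIs scaled to the same total in each library) in female room air and 741 CPM in female hyperoxia, against 0.339 and 0.347 CPM in the male libraries. The Y genes together stood at 189 CPM in male room air and 167 CPM in male hyperoxia, against 0.0770 CPM in female room air and 0.496 CPM in female hyperoxia. A UMI of any Y gene was found in 72.2% of male room air cells and 73.9% of male hyperoxia cells. In the female libraries, whose cells should lack these genes, the share was 0.0769% in room air and 0.256% (95% exact binomial interval 0.167 to 0.375%) in hyperoxia. All 4 libraries matched their labelled sex, also when every barcode was used.

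The cells formed 60 clusters. All but 5 were named by fixed markers, into 26 classes. The unnamed clusters held 14.2% of female room air, 6.67% of female hyperoxia, 10.2% of male room air and 8.28% of male hyperoxia cells. The largest of them, with 1777 cells, scored highest for general capillary endothelium but was led by arterial genes. Immune-like cells were the largest lineage in every library, at 42.0% and 49.9% of cells in female room air and hyperoxia and 38.7% and 46.1% in males.

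The first comparison asked which class shares differed by exposure. In 10 classes the share was at least 1.5-fold apart in the same direction in both sexes, and this number fell to 6 with the mitochondrial limit at 5%, with each library clustered alone, or at a 2-fold threshold. Neutrophil-like cells made up 8.11% (7.60 to 8.66%) of female room air and 21.3% (20.5 to 22.1%) of female hyperoxia cells, and 7.80% (7.32 to 8.30%) and 17.6% (16.8 to 18.4%) of male cells. The log2 ratios of hyperoxia over room air were 1.39 in females and 1.17 in males. Venous endothelial-like cells fell from 2.25% (1.97 to 2.55%) to 0.473% (0.349 to 0.627%) in females and from 1.97% (1.72 to 2.23%) to 0.397% (0.277 to 0.552%) in males. General capillary-like cells went from 8.87% to 4.59% in females and from 9.79% to 3.74% in males, with log2 ratios of -0.95 and -1.39.

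Several of these classes had markers that themselves differed by exposure, so the clustering was repeated without the genes 2-fold apart by exposure, an alternative chosen after the data were seen. The log2 share ratios, female then male, were then 1.46 and 1.18 for neutrophil-like, -1.89 and -2.14 for venous-like and -1.10 and -0.91 for general capillary-like cells. Interstitial macrophage-like cells, with 3 markers apart and ratios of 0.91 and 1.33 before, gave 1.18 and 1.68. Alveolar macrophage-like cells, also with 3 markers apart and with -1.10 and -1.80 before, gave -1.08 and -1.83. Secretory airway-like cells, with 5 markers apart and 1.77 and 2.25 before, gave 1.59 and 1.63 in this clustering, but the female ratio was -0.45 at resolution 1, from 14 and 10 cells. With each library clustered alone, 16 female room air cells and 0 female hyperoxia cells were named secretory, so no female shift is read from that setting. Alveolar type 1-like cells had a female ratio of 0.97 and a male ratio of 0.59, which was at the threshold. Without the responsive genes the male value was 0.56, under it. Lymphatic-like cells had ratios of -0.66 (interval -2.14 to 0.72) in females, from 13 and 8 cells, and -1.11 in males. Smooth muscle-like cells had ratios of -3.25 and -1.78, but these depended on an unnamed cluster of 503 cells, described below, with smooth muscle genes among its leading genes. With it counted as smooth muscle the ratios were -0.54 and -0.08, and without doublet removal -0.47 and -0.17, so no shift of this class is read. The male ratio was 0.24 in 3 of the other clusterings, from 9 and 8 cells.

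No ciliated-like cell was kept in either hyperoxia library, against 38 cells in female and 56 in male room air. The counts of 0 allow shares of up to 0.0296% and 0.0340%. Without doublet removal there were 93 and 9 ciliated-like cells in females and 87 and 9 in males. Neutrophil-like, venous-like and ciliated-like cells were shifted the same way in all 8 other clusterings. General capillary-like, alveolar macrophage-like and interstitial macrophage-like cells were so in 7, the exception being each library clustered alone. Secretory-like cells were in 5, alveolar type 1-like cells in 4, smooth muscle-like cells in 3 and lymphatic-like cells in 2.

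Other classes differed between the sexes in their shift. Adventitial fibroblast-like cells had log2 ratios of -2.57 in females, from 61 and 10 cells, and -0.01 in males. Without doublet removal the female counts were 88 and 72 and the ratio was -0.25, so this difference depended on the setting. Pericyte-like cells had ratios of -1.56 and -0.01. The named mesenchymal-like classes together went from 4.72% to 1.61% in females and from 4.95% to 5.18% in males. The unnamed cluster of 503 cells scored highest for myofibroblasts and was led by Tagln, with Acta2 and Myh11 among its leading genes, and with it the shares were 5.69% and 2.88% in females and 6.05% and 6.82% in males. The female log2 ratio of the named classes, -1.55, was -0.98 with this cluster and -0.62 without doublet removal. B cell-like cells had opposite ratios beyond their counting intervals, at -0.44 (-0.69 to -0.20) in females and 0.38 (0.15 to 0.60) in males.

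**Figure D1:**
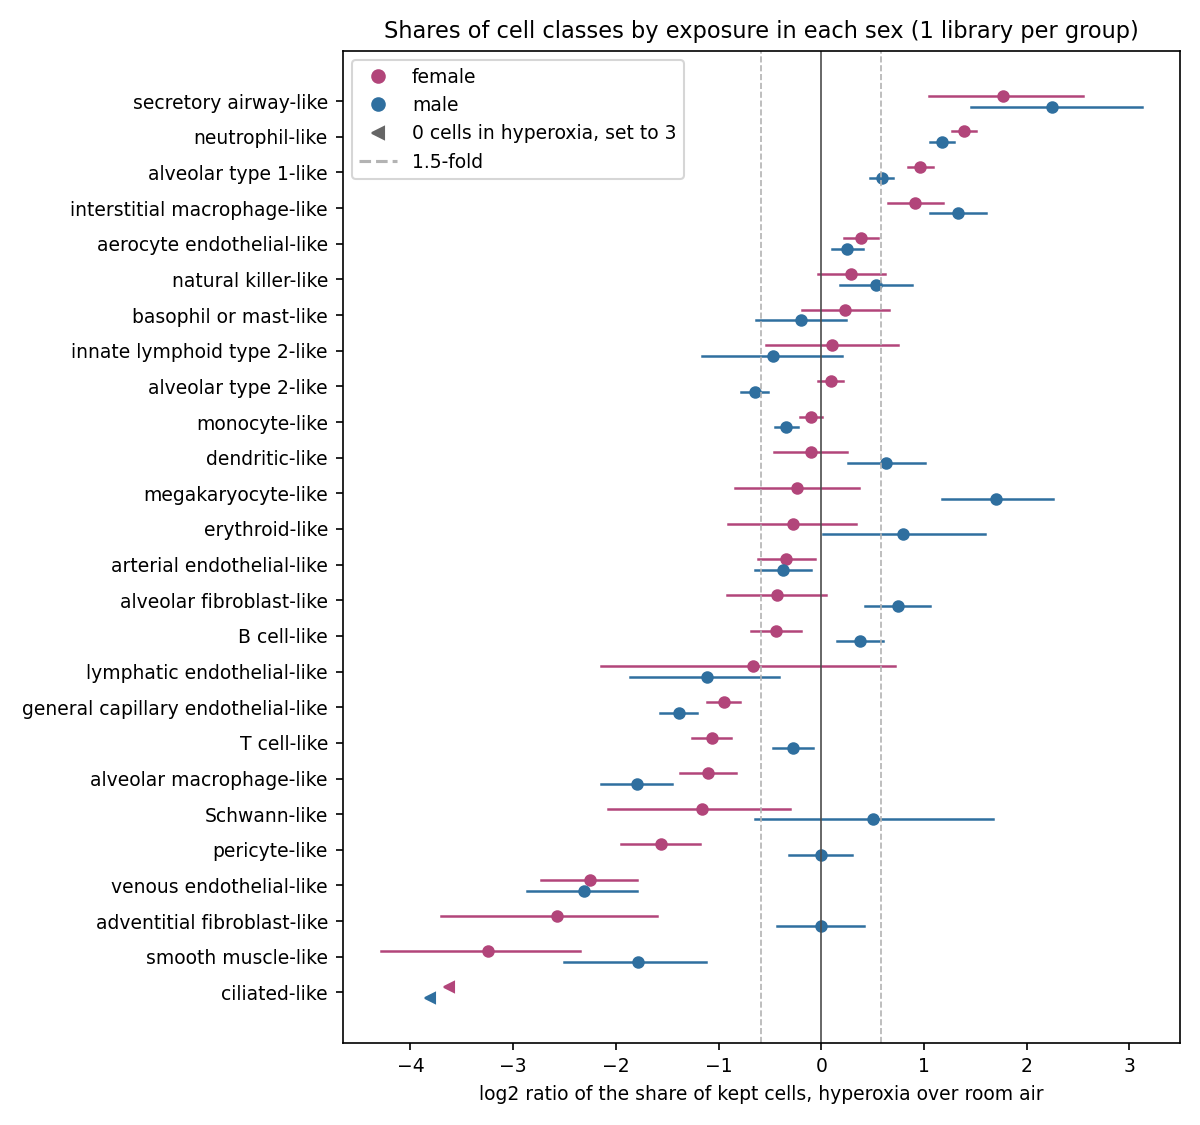
Log2 ratio of each class's share of kept cells, hyperoxia over room air, for females and males (1 library each side), with 95% counting intervals as bars, dashed lines at 1.5-fold, and arrowheads where 0 cells in hyperoxia were read as 3. Neutrophil-like cells lay at 1.39 and 1.17 and venous-like cells at -2.25 and -2.31.

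The second comparison asked which genes differed by exposure within a class. It covered 62519 gene and class pairs in the 12 classes with at least 100 cells in every library. In 664 pairs both sexes were at least 2-fold apart in the same direction, 318 higher and 346 lower in hyperoxia. Taken alone, females were 2-fold apart by exposure in 1524 pairs and males in 1248. For scale, the sexes were 2-fold apart in 285 pairs in room air and 503 in hyperoxia. The count of 664 moved most with the threshold, to 2117 pairs at 1.5-fold. The pairs were most numerous in aerocyte-like cells (72 higher, 85 lower), a capillary endothelial type of the alveoli, and in general capillary-like cells (68 and 80). Interstitial macrophage-like cells had 25 and 66, monocyte-like cells 35 and 52 and B cell-like cells 1 and 1. The excess of lower genes in these macrophages and monocytes and in general capillary-like cells depended on the setting, and so did the low count in B cell-like cells. The macrophages had 35 and 35 without doublet removal, and the monocytes 27 and 20 with each cell's CPM averaged. General capillary-like cells had 53 and 30 with all variable genes used for clustering, and 56 and 110 without the responsive genes. B cell-like cells had 29 and 10 without doublet removal. Other scalings moved the median of all genes by over 0.1 in neutrophil-like cells, by 0.19 in females and 0.26 in males under TMM, and in female T cell-like cells by -0.11 under TMM.

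Genes were named by a fixed rule in the 6 largest classes, and the log2 ratios that follow are given for females and then males. In aerocyte-like cells the highest were Edn1 (ENSMUSG00000021367; 4.91 and 4.20), Cdh13 (ENSMUSG00000031841; 3.86 and 3.83) and Angpt2 (ENSMUSG00000031465; 3.14 and 3.08). Edn1 rose from 4.32 to 159 CPM in females and from 7.63 to 158 CPM in males. The lowest were Pcolce2 (ENSMUSG00000015354; -3.13 and -2.91), the cell cycle gene Prc1 (ENSMUSG00000038943; -2.38 and -2.55) and Slc16a9 (ENSMUSG00000037762; -2.34 and -2.69). Slc16a9 led a cluster of the class that was itself mostly from room air, and its ratios without the responsive genes in clustering were -2.34 and -2.72. No aerocyte-like cluster had 50 cells in each library of a sex, so no ratio within clusters can be given for this class. In general capillary-like cells the highest were Cdh13 (3.20 and 3.38), Inhba (ENSMUSG00000041324; 4.44 and 3.09) and Tgfb2 (ENSMUSG00000039239; 2.99 and 3.09). Tgfb2 ranged down to 0.64 in females and 0.62 in males over 15 other settings. Within cluster 3, the 1 cluster of the class with at least 50 cells in each library, Tgfb2 stood at -0.27 (-1.45 to 0.68) and 1.26, Cdh13 at 0.73 (-0.55 to 1.98) and 1.90 and Inhba at 1.39 and 1.03 (-0.20 to 2.47), from 5 to 9 UMIs in female hyperoxia. The lowest were Ptn (ENSMUSG00000029838; -2.87 and -2.37), Tcf15 (ENSMUSG00000068079; -2.20 and -2.34) and Wif1 (ENSMUSG00000020218; -2.06 and -2.04).

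In alveolar type 1-like cells the highest were Gsta4 (ENSMUSG00000032348; 1.71 and 1.48), the p53 target Cdkn1a (ENSMUSG00000023067; 2.01 and 1.27) and Me1 (ENSMUSG00000032418; 1.06 and 1.07). Cdkn1a rose from 98.1 to 398 CPM in females and from 153 to 369 CPM in males. Among the lowest were Kcne2 (ENSMUSG00000039672; -3.08 and -2.61) and Dnm3 (ENSMUSG00000040265; -1.54 and -1.44). In alveolar type 2-like cells the highest were Saa3 (ENSMUSG00000040026; 6.41 and 4.30), Slpi (ENSMUSG00000017002; 1.87 and 1.80) and Ly6i (ENSMUSG00000022586; 1.74 and 3.13). Saa3 led a cluster of 24 cells that all came from female hyperoxia. The lowest were Dlk1 (ENSMUSG00000040856; -3.23 and -3.24), Acoxl (ENSMUSG00000027380; -2.72 and -2.16) and Aebp1 (ENSMUSG00000020473; -1.93 and -2.20). Dlk1 led 2 clusters of the class. Without the responsive genes in clustering, Saa3 stood at 6.36 and 4.24 and Dlk1 at -3.29 and -3.26. That setting does not leave out the 24 cells. Saa3 stood at 4.31 and 5.02 within cluster 1, and at 4.13 and 1.98 within cluster 8, which held 1 room air UMI of it in each sex. The female rise was thus smaller in these clusters than in the class.

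In monocyte-like cells the highest were Wfdc21 (ENSMUSG00000051748; 2.53 and 2.98), Elane (ENSMUSG00000020125; 1.98 and 2.18) and Lcn2 (ENSMUSG00000026822; 3.20 and 1.94). The lowest were Marco (ENSMUSG00000026390; -2.34 and -3.30), Ly6i (-2.57 and -2.19) and Il1b (ENSMUSG00000027398; -2.32 and -1.98). The mix of monocyte-like clusters moved too, with 1050 and 509 cells of cluster 0 in females and 1249 and 409 in males, and 471 and 877 cells of cluster 2 in females and 466 and 612 in males. Marco had ratios of -1.23 and -2.13 within cluster 0, and of 0.20 (-1.32 to 2.54) and -1.73 within cluster 2, from 4 and 11 UMIs in females and 17 and 4 in males. Elane had 1.06 and 1.35 within cluster 2, while cluster 0 held 1 UMI of it. In neutrophil-like cells the highest were Ccl4 (ENSMUSG00000018930; 3.55 and 4.24), Ccl3 (ENSMUSG00000000982; 1.97 and 2.26) and Cxcl3 (ENSMUSG00000029379; 2.62 and 1.96). All 3 led clusters of the class. Cluster 22, led by Ccl3 and Cxcl3, had 35 and 221 cells in females and 33 and 314 in males. It was named on 3 detected markers with none among its leading genes, and its score of 0.539 was close to that for alveolar macrophages, 0.377. Cluster 47, led by all 3, was 94.9% from female hyperoxia. With each library clustered alone the male ratios reversed to -1.10, -4.10 and -1.12. Of the 4 clusters with at least 50 cells in each library, which leave out clusters 22 and 47, clusters 4 and 17 held at least 20 UMIs of each of these genes in both sexes. The ratios were -0.17 and 0.11 for Ccl4, -1.05 and -1.71 for Ccl3 and -0.46 and 0.47 for Cxcl3 within cluster 4, and 3.13 and 3.22, 1.98 and 1.41, and 5.65 and 1.98 within cluster 17. The lowest were Pou2f2 (ENSMUSG00000008496; -1.77 and -1.83), Dusp2 (ENSMUSG00000027368; -1.54 and -1.64) and the endothelial gene Cldn5 (ENSMUSG00000041378; -1.52 and -1.68). In males Dusp2 stood at -1.81 within cluster 4 and 0.42 within cluster 17. Cldn5 stood at -4.12 and -3.92 within cluster 17, against 0.05 and -0.08 within cluster 13. Of the Cldn5 UMIs in room air neutrophil-like cells, 45.5% in females and 67.7% in males lay in 15 and 7 cells with at least 5 of them. The capillary markers fell in neutrophil-like cells too, with medians of -0.78 in both sexes, and Cldn5 stood at -0.33 in females and -1.22 in males without the responsive genes in clustering.

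The third comparison asked how far the exposure ratios of the sexes went together. Across genes, which are not independent replicates, the median Pearson r of the 12 classes was 0.432 and the median Spearman rho 0.384, and a median of 62.7% of genes had the same sign. The value of r moved most when all variable genes were used for clustering, to 0.511. By class, r was 0.81 in aerocyte-like, 0.79 in monocyte-like and in general capillary-like and 0.72 in alveolar type 2-like cells. It was 0.12 in dendritic-like and 0.02 in B cell-like cells, which had fewer cells and UMIs than the classes just named. Numbers alone do not order these values. Natural killer-like cells had fewer cells and UMIs than B cell-like cells and an r of 0.22. The value in B cell-like cells was 0.38 without doublet removal.

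**Figure D2:**
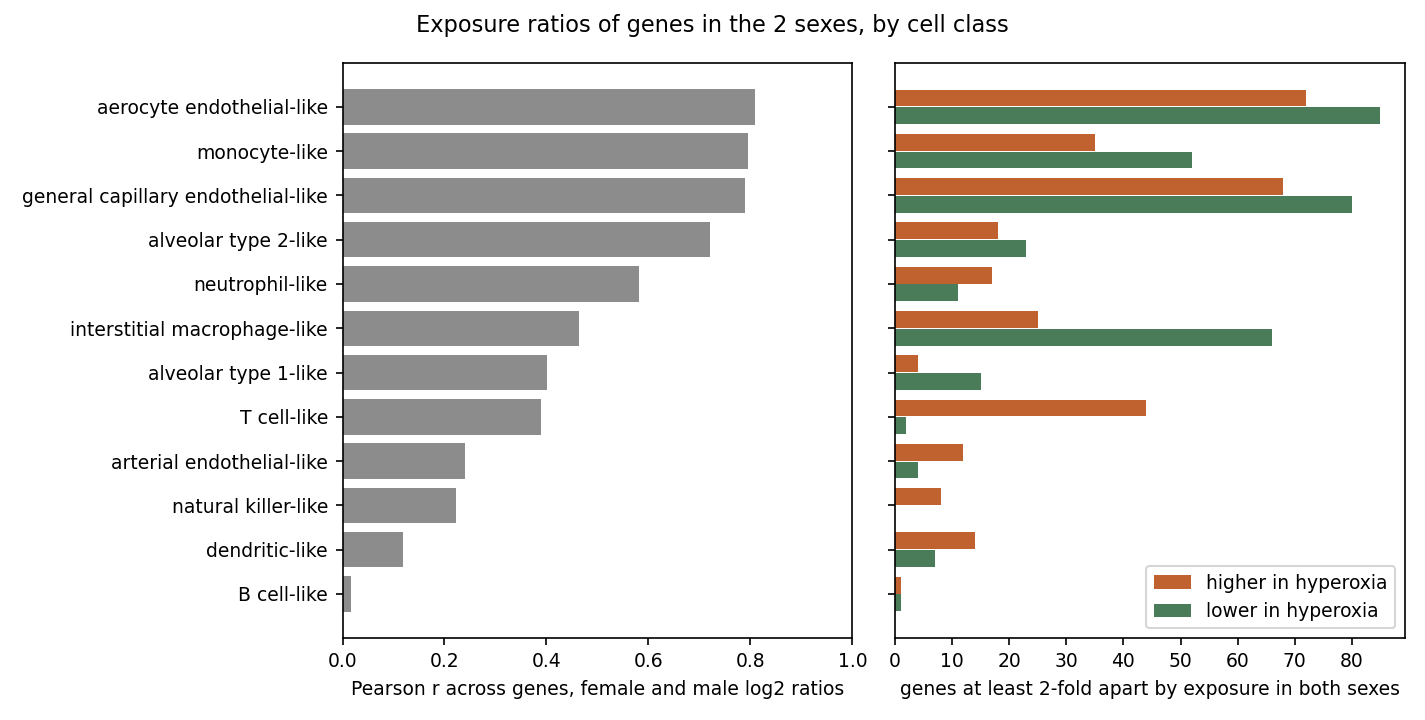
Pearson r across genes between the female and the male exposure ratio in each of 12 classes (left), and the number of genes at least 2-fold apart by exposure in both sexes, higher or lower in hyperoxia (right). Values of r ran from 0.02 in B cell-like to 0.81 in aerocyte-like cells.

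The exposure ratio differed at least 2-fold between the sexes in 1087 pairs, in 255 with the higher ratio in females and in 832 with the higher ratio in males. In 1085 of them the difference was beyond its counting interval, which leaves out the spread between cells. The highest counts were in dendritic-like (242), interstitial macrophage-like (216) and arterial-like cells (154), none of them among the 6 largest classes. With a minimum of 50 UMIs the number of such pairs over all classes was 5910. Genes of the tissue dissociation list had the largest differences in several classes. Fosb (ENSMUSG00000003545) in alveolar type 1-like cells had ratios of -6.45 and -1.19, and Egr1 (ENSMUSG00000038418) -4.92 and -1.07. Fosb in alveolar type 2-like cells had -4.32 and -1.19, and Fos (ENSMUSG00000021250) -3.21 and -0.09. In aerocyte-like cells Fos had -2.82 and -0.58, and Fosb -3.64 and -1.44. In monocyte-like cells Egr1 had -0.94 and 1.15, and Gm42031 (ENSMUSG00000110386) -1.56 and 0.48, with the same signs in all 4 classes where it was counted. In general capillary-like cells Gm47283 (ENSMUSG00000096768) had -1.42 and 1.06, with the same signs in all 7 classes where it was counted. The neutrophil gene Ngp (ENSMUSG00000032484) had 3.29 and 0.95 there, but 1 cell held 75.3% of its UMIs in female hyperoxia. Without the cell with most UMIs of each library the ratios were 1.40 and 0.71, so no 2-fold difference between the sexes is read. Over 15 other settings Ngp ranged from 1.09 to 3.30 in females and from 0.21 to 4.95 in males. In neutrophil-like cells Isg15 (ENSMUSG00000035692) had -0.59 and 3.03, and Ifit1 (ENSMUSG00000034459) -0.16 and 3.24. The male ratios of Isg15 and Ifit1 reversed to -0.23 and -0.16 with each library clustered alone. Within clusters 4, 13 and 17 they were -0.78, 0.21 and 2.43 for Isg15 and -1.69, -0.14 and 5.60 for Ifit1. The value of 5.60 came from 0 and 27 UMIs, so its size is set by the pseudocount.

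The fixed lists were compared by the median ratio of their members and its percentile among matched random lists. The p53 list was at or above the 95th percentile in both sexes in 2 of 12 classes. These were general capillary-like cells, with medians of 0.57 in females and 0.56 in males over 18 genes, and alveolar type 1-like cells, with 0.18 and 0.19 over 12 genes. Without doublet removal it was 5 of 14 classes, of which 2, alveolar fibroblast-like and smooth muscle-like cells, were not among the 12. The number was 4 without the responsive genes in clustering and 4 with at least 50 UMIs, and 1 with the 5% mitochondrial limit, with each cell's CPM averaged or with random lists not matched. The NRF2 list was high in both sexes in T cell-like cells (0.25 and 0.23) and low in interstitial macrophage-like cells (-0.30 and -0.21), where it reversed under several settings. The mix of T cell-like clusters moved, with cluster 35, led by Trdc, going from 40 of 715 to 76 of 333 female cells. In males it went from 42 of 587 to 107 of 366. With the 20% mitochondrial limit this class had 4 genes higher in both sexes, against 44, and an r of -0.0028, against 0.39. The inflammatory list was high in neutrophil-like cells (0.65 and 0.25), low in dendritic-like cells (-1.11 and -0.47) and opposite in interstitial macrophage-like cells (-0.70 and 0.32), where the female value reversed under several settings.

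The interferon list was low in both sexes in monocyte-like (-0.84 and -0.65) and aerocyte-like cells (-0.33 and -0.73). In interstitial macrophage-like cells it was high in both sexes, at 0.13 in females, which reversed under 3 settings, and 3.28 in males. It was opposite in neutrophil-like cells (-0.40 and 2.01) and dendritic-like cells (-0.42 and 1.41). Without cluster 22 the male neutrophil value was -0.26, and with each library clustered alone it was -0.49. The cell cycle list was high in monocyte-like cells (1.65 and 1.26), low in general capillary-like (-1.64 and -1.17) and aerocyte-like cells (-1.98 and -1.75), and opposite in T cell-like (-1.01 and 0.87), B cell-like (-0.21 and 0.48) and dendritic-like cells (-0.50 and 0.63). In the monocyte-like, general capillary-like, aerocyte-like and T cell-like classes the mix of clusters moved with exposure. The list was not compared within clusters there, so a change of clusters stays open. The male B cell value reversed to -1.12 without doublet removal. The dissociation list was low in both sexes in 5 classes. Its median was lower in female than in male hyperoxia in all 12 classes, against 5 of 12 in room air.

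**Figure D3:**
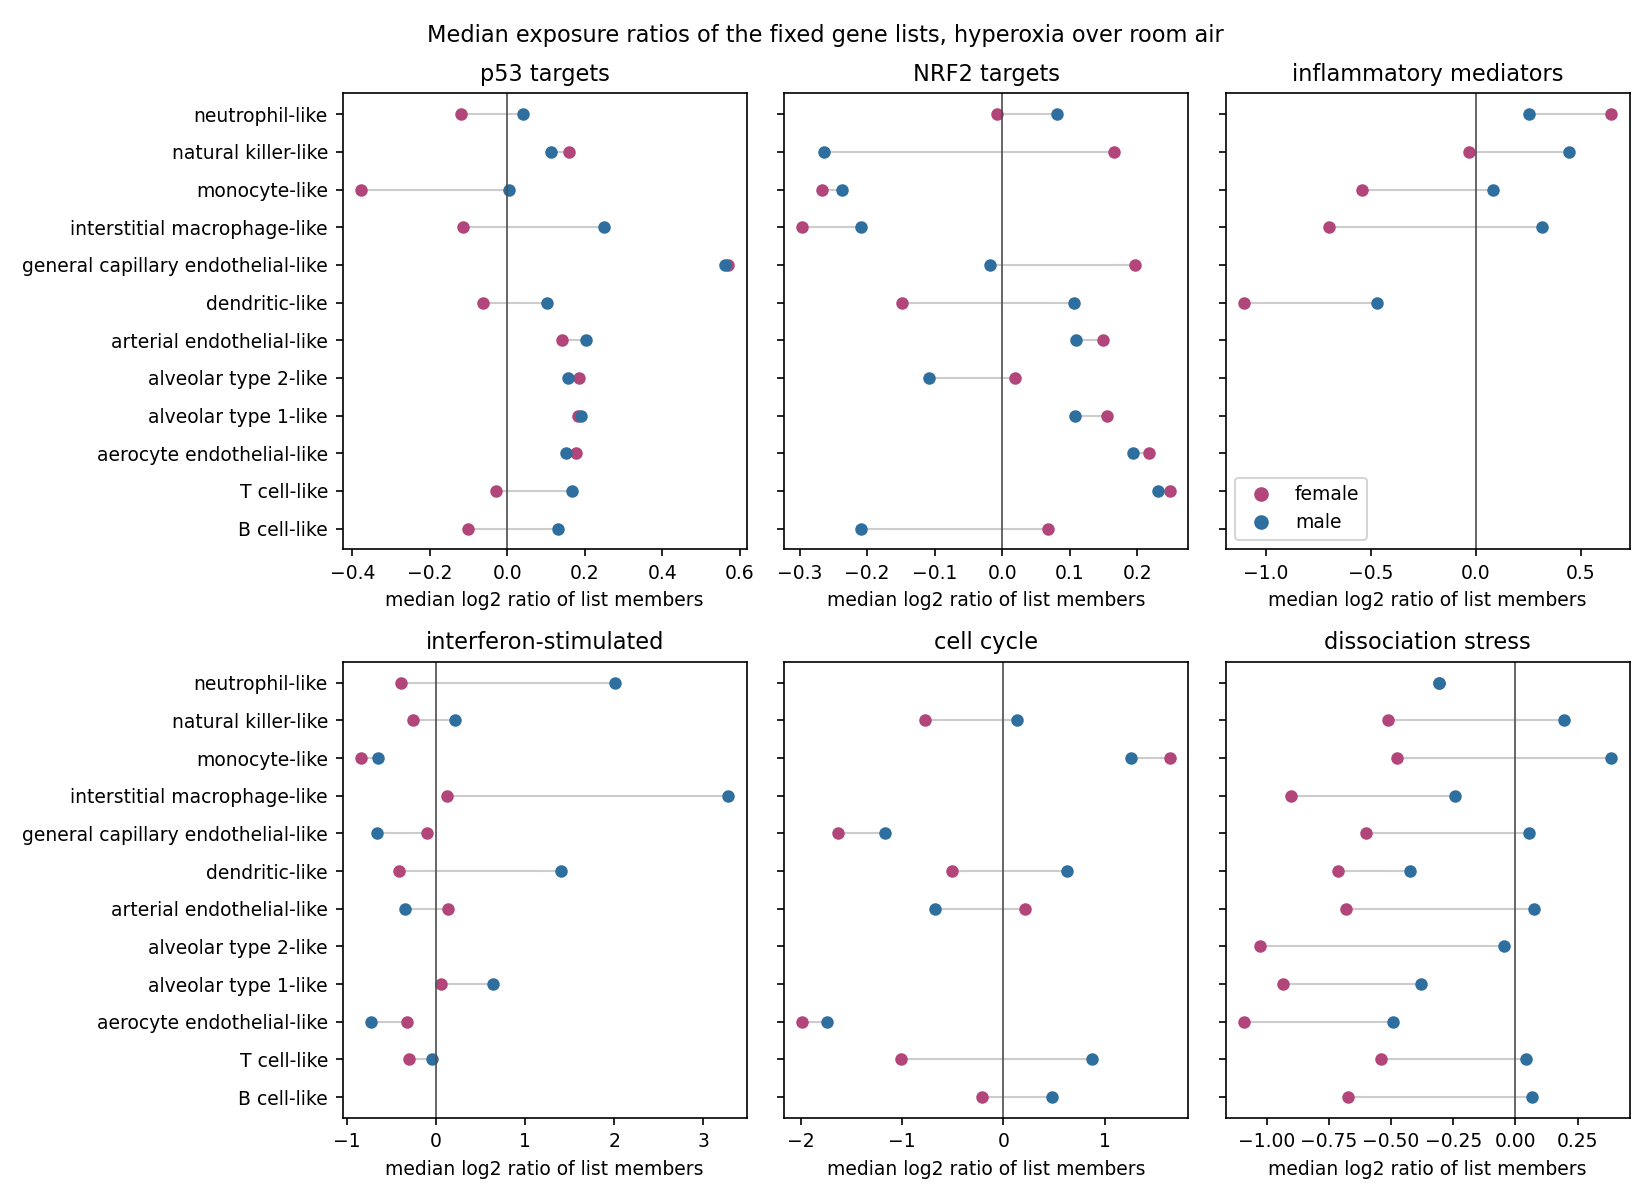
Median log2 ratio, hyperoxia over room air, of each fixed list by class, with a point for each sex, a line joining them, a scale of its own in each panel, and no point where under 5 members were counted. The interferon list reached 3.28 in male interstitial macrophage-like cells against 0.13 in females.

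The last comparison asked whether the share of cycling cells differed by exposure. Cells were thinned to 2900 UMIs, which left out 1878, 650, 1016 and 446 shallower cells of the 4 libraries in the order given above. The share of cells with at least 2 UMIs of the cell cycle list was lower in hyperoxia in both sexes in 10 of 12 classes, and in 7 without thinning. In 4 of the 10 the difference was beyond counting error in both sexes, and in 5 the share went against the summed CPM of the list in at least 1 sex, so no order is read from those. In general capillary-like cells the share went from 42.2% (38.8 to 45.6%) to 16.7% (13.4 to 20.4%) in females and from 43.2% (40.3 to 46.2%) to 23.4% (18.9 to 28.4%) in males. The unthinned shares were 56.9% and 29.4% in females and 52.8% and 39.1% in males. Cluster 3, with Top2a and Cdk1 among its leading genes, held 916 of 923 female and 1132 of 1145 male room air cells of this class. In hyperoxia it held 88 of 466 and 73 of 330, while cluster 18 held 378 and 257. No share was taken within a cluster, so fewer cycling cells within a cluster cannot be told apart from this change of clusters. The unnamed cluster of 1777 cells, which scored highest for this class, was not counted here. In aerocyte-like cells the share went from 8.46% to 1.59% and from 10.98% to 2.51%, with unthinned shares of 19.3% and 7.39% in females and 21.8% and 9.45% in males. This class changed clusters as well, being mostly cluster 9 in room air and mostly cluster 10 in hyperoxia.

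In alveolar type 1-like cells the share went from 8.05% to 0.630% in females and from 5.80% to 1.30% in males, with unthinned shares of 14.1% and 3.88%, and 13.2% and 5.44%. In alveolar type 2-like cells it went from 5.78% to 0.443% and from 3.07% to 0.413%, with unthinned shares of 20.8% and 3.79%, and 18.2% and 8.76%. Neutrophil-like cells served as background, since mature neutrophils do not divide, and gave 3.92% and 2.50% in females and 4.96% and 1.69% in males. Cluster 15 of this class, led by Camp, Ngp and Ltf, had shares of 11.5% and 7.71% in females and 11.5% and 7.52% in males, so the background was also taken without it, a choice made after the data were seen. It was then 2.50% (1.40 to 4.08%) and 0.902% (0.481 to 1.54%) in females and 3.08% (1.69 to 5.11%) and 0.585% (0.235 to 1.201%) in males. The median depths of these cells were 4434, 4479, 3104 and 5168.5 UMIs, against 8749, 10127, 7833 and 13119.5 in alveolar type 1-like and 21138.5, 19736.5, 17296.5 and 26369 in alveolar type 2-like cells. As log2 ratios over this background, the room air shares of type 1-like cells were 1.69 (0.83 to 2.63) in females and 0.92 (0.0653 to 1.86) in males, and those of type 2-like cells 1.21 (0.37 to 2.14) and -0.00289 (-0.89 to 0.98). Over all neutrophil-like cells they were 1.04 (0.34 to 1.76) and 0.23 (-0.43 to 0.91), and 0.56 (-0.12 to 1.27) and -0.69 (-1.39 to 0.0321). In hyperoxia no thinned alveolar share was above either background beyond counting error. Thinning lowers free RNA most in the deepest cells, so unthinned shares were compared as well, a choice made after the data were seen. The unthinned shares of all neutrophil-like cells were 7.70% and 4.81% in females and 5.59% and 3.93% in males. Over these the room air log2 ratios were 0.88 (0.42 to 1.34) in females and 1.23 (0.77 to 1.72) in males for type 1-like and 1.43 (1.03 to 1.85) and 1.70 (1.26 to 2.16) for type 2-like cells. In hyperoxia they were -0.31 (-0.80 to 0.16) and 0.47 (-0.04 to 0.98) for type 1-like and -0.34 (-0.89 to 0.18) and 1.16 (0.63 to 1.69) for type 2-like cells. Over the unthinned background without cluster 15 the hyperoxia ratios were 1.01 and 1.59, and 0.98 and 2.27, all above it beyond counting error. Whether a hyperoxia share was above background thus depended on the thinning and the background. In monocyte-like cells the share was higher in hyperoxia, at 10.9% against 4.67% in females and 9.38% against 3.72% in males, with unthinned shares of 30.9% and 15.2%, and 32.6% and 11.2%. The log2 ratios of their room air shares over the background without cluster 15 were 0.91 (0.0778 to 1.82) in females and 0.27 (-0.58 to 1.23) in males, and over all neutrophil-like cells 0.25 (-0.41 to 0.95) and -0.41 (-1.07 to 0.27), or 0.98 and 1.001 with unthinned shares. Cluster 2 made up 471 of 1521 female monocyte-like cells in room air and 877 of 1386 in hyperoxia. In males it made up 466 of 1715 and 612 of 1021. No share was taken within the monocyte-like clusters, so more cycling cells within a cluster cannot be told apart from this change of mix.

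**Figure D4:**
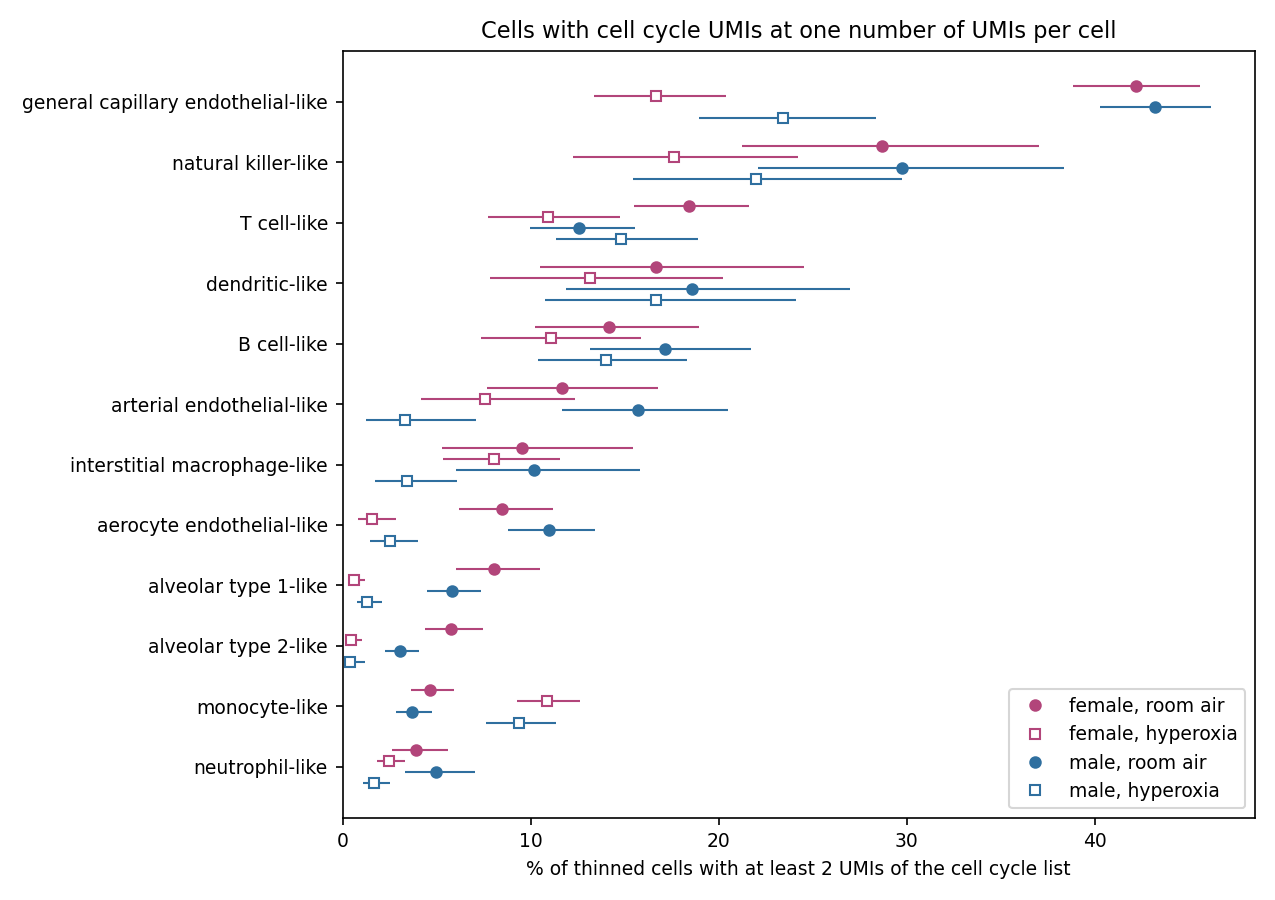
Percent of cells with at least 2 UMIs of the cell cycle list after thinning to 2900 UMIs, by class and library (filled circles room air, open squares hyperoxia), with exact binomial 95% intervals as bars. General capillary-like cells went from 42.2% to 16.7% in females and from 43.2% to 23.4% in males. That class was mostly cluster 3 in room air and mostly cluster 18 in hyperoxia.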

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

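Except for 4 tests (the thinned dissociation list, the largest dendritic cluster, the inflammatory list in the largest interstitial macrophage cluster, and the barcodes shared with male libraries), the tests in this part were chosen only after the result was seen. Averaging each cell's CPM and leaving out doublet removal were planned as alternatives, and only their use as tests here was chosen afterwards. The results below stood out because the exposure ratio had opposite signs in females and males, or because Y gene transcripts appeared in a female library. The differences between the sexes were not tested, since each group had 1 library. A difference between the sexes stays open as an untested explanation for each of them, and so does a difference between single pools or library preparations, which the design cannot separate from the groups.

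The dissociation list in monocyte-like cells had a median log2 ratio of -0.48 in females and 0.39 in males, a difference of -0.86, and Egr1, a member of that list, had a difference of -2.09. The depth of the cells does not account for this, because with every cell thinned the female median was -0.57. The list was lower in female than in male hyperoxia in 12 of 12 classes, with a median over the classes of -0.58, against 5 classes and 0.02 in room air. A difference of the female hyperoxia library as a whole, such as handling of the suspension, may therefore underlie it. No label gives a handling time or batch with which to test this further.

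Gm47283 in general capillary-like cells differed by -2.48 and Gm42031 in monocyte-like cells by -2.05. For Gm47283 the female ratio was below 0 and the male ratio above 0 in 7 of the 7 classes in which it was counted, and for Gm42031 in 4 of 4. A difference of whole libraries or pools, such as a variant carried by the pooled pups, may explain both, and nothing points to a response of 1 cell class. Reads shared with a similar gene were not tested, and neither was a place of these genes on a sex chromosome.

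The interferon list in neutrophil-like cells had medians of -0.40 in females and 2.01 in males, a difference of -2.40, and Isg15 differed by -3.63. A rise of the whole male hyperoxia library, through free RNA, is argued against, because the list was higher in male hyperoxia in 5 of 10 classes only. Without cluster 22 the male median was -0.26 and the female median -0.92, so the male rise of the list may lie in that cluster, which held 75.5% of the list's UMIs in male hyperoxia neutrophil-like cells. Within cluster 17 the male ratios of Isg15 and Ifit1 were 2.43 (1.27 to 4.07) and 5.60, so these genes rose outside cluster 22 too. The Ifit1 ratio came from 0 and 27 UMIs, so its size is set by the pseudocount, and its lower limit was 2.72. More cells of the cluster at an unchanged level do not account for it, because within cluster 22 the male log2 ratio of the list was 5.52 (from 144 to 6599 CPM) and the female ratio 3.63. What stays open is what cells these are, since the cluster rested on 3 markers.

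The interferon list in dendritic-like cells differed by -1.83, with medians of -0.42 and 1.41. A shift between dendritic clusters is argued against, because within the largest dendritic cluster the male median was 2.16. The female median there was 0.19, so the sexes did not have opposite signs within it. A response to interferon in the male pool is a hypothesis that these data may hold but cannot separate from that 1 pool.

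The inflammatory list in interstitial macrophage-like cells differed by -1.02, with medians of -0.70 and 0.32. Within the largest cluster of the class the medians were -1.04 and -0.29, which differ by -0.74 and no longer have opposite signs. A shift between clusters of the class may therefore account for the opposite signs, though not for the whole difference. The female median also changed sign under several settings.

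The cell cycle list had opposite medians in T cell-like cells (difference -1.88), B cell-like cells (-0.69) and dendritic-like cells (-1.14). For the fall in female T cell-like cells, a few cells with many UMIs are argued against as the cause, because the share of cells with list UMIs fell as well, from 18.4% to 10.9%, a log2 ratio of -0.76 (-1.33 to -0.21). For the opposite signs in T cell-like, B cell-like and dendritic-like cells this cause cannot be told apart from a change over many cells. With each cell's CPM averaged, the differences were -1.79, -0.42 and -0.52. In male T cell-like cells the list's CPM rose by 0.71 while the share went from 12.6% to 14.8%, a ratio of 0.24 whose interval (-0.30 to 0.76) includes 0. In B cell-like and dendritic-like cells of males the list's CPM rose, with log2 ratios of 0.61 and 0.70, while the share of cells with list UMIs went from 17.1% to 14.02% and from 18.6% to 16.7%. In T cell-like cells the room air libraries already differed, with a female over male median of 1.65, against -0.13 in hyperoxia. In B cell-like cells the male median reversed without doublet removal, to -1.12, so doublets may bear on that class.

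The share of B cell-like cells differed by -0.82, with log2 ratios of -0.44 and 0.38. Displacement by neutrophil-like cells, whose share rose in both sexes, does not account for the opposite signs. Without neutrophil-like cells in the total the male ratio was 0.54 (0.31 to 0.76), and the ratios still differed by -0.76 (-1.08 to -0.43). For the lower female share alone, displacement cannot be told apart from a change in B cell-like cells, because the female ratio was then -0.22 (-0.46 to 0.02), an interval that includes 0.

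Y gene UMIs stood at 0.496 CPM in female hyperoxia, against 0.0770 CPM in female room air. They were found in 26 cells, of which 24 had no Xist UMI and held 51 Y gene UMIs over 14 classes. Free RNA spread over cells is argued against, because 7.69% (0.946 to 25.1%) of the cells with a Y gene UMI had Xist, against 82.7% of the other cells. Barcodes read across from a male library are argued against too, because 0 of the 24 barcodes were also held by a male library. A small number of male cells in the pool or suspension may be the source, and how they came there was not tested.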

How the results depend on the processing

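Clustering without the exposure-responsive genes, leaving out classes whose markers were apart, counting the unnamed capillary cluster as general capillary and the unnamed mesenchymal cluster with its lineage or as smooth muscle, and the comparison with other lineages were tests chosen only after the result was seen; the other alternatives were planned. No paired analysis was possible because each group had 1 library, and for the same reason no leave-one-out was possible. Where a value changed below, the cause was not tested unless it is given.

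The sex of each library was the same with all barcodes. The number of classes with a lower share of cycling cells in both sexes was 10 and stayed between 7 and 11 over 11 settings. The other counts depended more on the settings.

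The number of classes shifted in both sexes, 10, was 6 with mitochondrial share at most 5%, 6 with each library clustered alone and 6 at 2-fold, where the stricter threshold is the cause. The other 10 settings gave 7 to 10, among them 9 with the unnamed cluster that has smooth muscle leading genes counted as smooth muscle. The number of gene and class pairs 2-fold apart in both sexes, 664, was 1692 with at least 50 UMIs, 320 with at least 1000 UMIs and 2117 at 1.5-fold, which follows from how these settings admit or count pairs. The number of pairs differing between the sexes, 1087, was 5910, 249 and 4761 under the same 3 settings, 1647 with no doublet removal and 545 among pairs at least 3 times above the other lineages. In simulated counts with no difference between the sexes 45 pairs differed 2-fold at the minimum of 200 UMIs, so counting error alone gives few of the 1087. Lower minimums and the spread between cells were not simulated.

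The median r, 0.432, was 0.477 and 0.383 with mitochondrial limits of 5% and 20%, 0.492 with no doublet removal, 0.395 at resolution 1, 0.392 with each library clustered alone, 0.511 with all variable genes, 0.3798 without the responsive genes, 0.359 with at least 50 UMIs, 0.504 with at least 1000 UMIs and 0.406 with thinned cells. It stayed above 0 in all 15 settings. The number of classes with a high p53 list, 2, was 1 with the 5% mitochondrial limit, 5 with no doublet removal (of 14 classes, 2 of them not among the 12), 4 without the responsive genes, 4 with at least 50 UMIs, 1 with the mean of each cell's CPM and 1 with random lists not matched. The other 10 settings gave 2 or 3.

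Among shares, the male smooth muscle-like ratio reversed to 0.24 with the 20% mitochondrial limit, to 0.24 at resolution 1 and to 0.24 without the responsive genes, from 9 and 8 cells each time. It was -0.08, and the female ratio -0.54, with the unnamed cluster counted as smooth muscle. The female secretory-like ratio reversed to -0.45 at resolution 1, from 14 and 10 cells, and to -2.38 with each library clustered alone, where 16 and 0 cells were named and the 0 was read as 3. The female lymphatic-like ratio reversed to 0.32 with the 5% limit, from 11 and 14 cells, and has no value with each library clustered alone, where 0 female cells were named lymphatic. The male erythroid-like ratio reversed to -0.35 with no doublet removal. The male interstitial macrophage-like cycling ratio reversed to 0.00497 with cells as deposited.

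With each library clustered alone, male neutrophil-like ratios reversed for Ccl4 (-1.10), Ccl3 (-4.10), Cxcl3 (-1.12), Isg15 (-0.23) and Ifit1 (-0.16). Male neutrophil-like list medians reversed there too: p53 (-0.46), NRF2 (-0.36), inflammatory (-1.26) and interferon (-0.49), and so did the female dissociation median (0.0476). The male p53 median in these cells also reversed with no doublet removal (-0.0315), at least 50 UMIs (-0.0431) and at least 1000 UMIs (-0.0249), and the male dissociation median with thinned cells (0.0312).

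In interstitial macrophage-like cells the female NRF2 median reversed with at least 1000 genes (0.0504), no doublet removal (0.0329), resolution 1 (0.0294) and without the responsive genes (0.0659). The male one reversed with the 20% limit (0.21), at least 1000 genes (0.21), resolution 1 (0.00132) and without the responsive genes (0.12). The female inflammatory median reversed with the 20% limit (0.0259), at least 1000 genes (0.21), no doublet removal (0.90), resolution 1 (0.0678) and without the responsive genes (0.26), and the male one with the 5% limit (-0.24). The female interferon median reversed with the 5% limit (-0.37), at least 1000 UMIs (-0.0319) and the mean of each cell's CPM (-0.26).

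Elsewhere, the male cell cycle median in B cell-like cells reversed with no doublet removal (-1.12), as did the female one in natural killer-like cells (0.0293). The female interferon median in aerocyte-like cells reversed with at least 50 UMIs (0.0491).

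For list medians a direction was read from the percentile, not from the size of the median. Some reversals above are therefore moves of under 0.1, such as 3 of the male neutrophil-like p53 median, from 0.0397 to -0.0315, -0.0431 and -0.0249. Of the remaining values, 330 gene ratios, 120 share ratios, 336 list medians and 28 cycling ratios moved, and of these 2, 15, 44 and 1 changed sign, each counted once per setting. They include the female erythroid-like share ratio, from -0.28 to 0.49 with no doublet removal and 0.46 with the 20% mitochondrial limit, and female Ifit1 in neutrophil-like cells, from -0.16 to 0.41 with each library clustered alone. Another 1105, 340, 1263 and 227 stayed within their tolerance, and of these 3, 15, 28 and 6 changed sign.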

Other observations

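Except for the largest interstitial macrophage cluster, the tests in this part were chosen only after the result was seen. Leaving out doublet removal was planned as an alternative, and only its use as a test here was chosen afterwards. A difference between single pools stays open for each of the patterns below, since each group had 1 library.

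The interferon list rose in male hyperoxia interstitial macrophage-like cells, with a median log2 ratio of 3.28. Within the largest cluster of the class the male median was 1.39 and the female median -0.38. A shift between clusters of the class cannot be told apart from a rise within them, because the value within the cluster was above 0 but under 1/2 of that of the class.

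Ccl4 was higher in hyperoxia neutrophil-like cells, with log2 ratios of 3.55 and 4.24. More cells of cluster 22 at an unchanged level do not account for this, because within cluster 22 the ratios were 3.32 and 3.30. Cells of cluster 22 do not account for the female rise, because without this cluster the female ratio was 3.35 (3.099 to 3.902). For the male rise they cannot be told apart from a rise in other cells of the class, because the male ratio was then 2.06, above 0 but under 1/2 of that of the class. Cluster 47 had 111 cells in female and 2 in male hyperoxia. Without both clusters the ratios were 0.13 (-0.31 to 0.62) and 0.64 (0.15 to 1.29). The male ratio without cluster 22 alone thus rested largely on the few male cells of cluster 47. Of the 2190 Ccl4 UMIs in female hyperoxia, clusters 4, 13, 15 and 17 held 75, 5, 2 and 65. Of the 3337 in male hyperoxia they held 46, 8, 1 and 92. Most of these UMIs thus lay in clusters 22 and 47. Within cluster 4 the ratios were -0.17 and 0.11, so the rise was not seen in every cluster. Some rise outside clusters 22 and 47 stays open, because the male ratio stayed above 0 and within cluster 17 the ratios were 3.13 and 3.22. Cluster 47 was itself led by Ccl4, so leaving it out is no independent check.

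Cldn5 is an endothelial gene and was lower in hyperoxia neutrophil-like cells, with log2 ratios of -1.52 and -1.68. Free RNA from endothelial cells, spread over cells by chance, does not account for the whole of this, because 45.5% of the female and 67.7% of the male room air UMIs lay in 15 and 7 cells with at least 5, where a Poisson spread gives 0.0231% and 0.00651%. A few cells with many UMIs do not account for the female ratio either, because without cells with at least 5 UMIs it was -1.15 (-1.59 to -0.89). For the male ratio, -0.66 (-1.18 to -0.24) without them, such cells cannot be told apart from a change over many cells, because this interval includes 1/2 of the class ratio. Within cluster 17, with 161 female and 95 male UMIs in room air and 6 in each hyperoxia library, the ratios were -4.12 and -3.92. They were -0.72 and -1.26 within cluster 4, -1.01 and -0.93 within cluster 15, and 0.05 and -0.08 within cluster 13. The fall was thus largest in cluster 17 and was not seen in cluster 13. Cluster 17 held 161 of the 244 female and 95 of the 189 male room air UMIs of the class, and 6 of 208 and 6 of 168 in hyperoxia. Much of the class ratio thus lay in cluster 17, and the ratio without it was not computed. Free RNA in part stays open, since the 14 capillary markers had medians of -0.78 in both sexes.

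Ngp, a neutrophil gene, was higher in hyperoxia general capillary-like cells, by 3.29 in females and 0.95 in males. The difference between the sexes may come from 1 cell with many UMIs, which held 75.3% of the Ngp UMIs in female hyperoxia. Without the cell with most UMIs of each library the ratios were 1.40 and 0.71, which differ by 0.69. Free RNA from the more numerous neutrophil-like cells may explain the remaining rise, since without those cells the 7 neutrophil markers had medians of 1.32 in females and 0.79 in males.

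The share of alveolar type 1-like cells with cell cycle UMIs was lower in hyperoxia, and so was that of alveolar type 2-like cells. Free RNA from dividing cells, which loads each droplet alike, does not account for the room air shares. Unthinned, their log2 ratios over all neutrophil-like cells were 0.88 (0.42 to 1.34) in females and 1.23 (0.77 to 1.72) in males for type 1-like cells, and 1.43 (1.03 to 1.85) and 1.70 (1.26 to 2.16) for type 2-like cells. Free RNA as a part of these shares stays open, and so do doublets with dividing cells and a lower yield of dividing cells on dissociation, which were not tested. The lower share in hyperoxia as a response of the lung is a hypothesis only.

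No ciliated-like cell was kept in the hyperoxia libraries. Removal by the doublet score does not account for the lower share, because without doublet removal 9 ciliated-like cells were kept in each hyperoxia library and the log2 ratios were -3.33 in females and -2.82 in males. A loss of these cells in the lung and a lower yield on dissociation remain open, and no biological explanation was tested.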
